A study of Mus musculus with 32 samples.

How the data were processed

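The series measured gene expression by RNA sequencing in mouse hematopoietic progenitors that were sorted as lineage-negative, cKit-positive and Sca1-negative cells. The study concerns U2af1, which encodes a splicing factor, and how much of it progenitors need. The table held 32 libraries in 9 groups, of which 15 libraries came from fetal liver at embryonic day 14.5 and 17 from adult bone marrow. Per the labels' protocols, libraries were made from total RNA after depletion of ribosomal RNA, and were sequenced as 2 reads of 150 bases per fragment on an Illumina NovaSeq.

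Reads were mapped by the authors with HISAT2 2.1.0 to the Ensembl version of GRCm38, per the labels' design text. The deposited values were raw whole-number counts per Ensembl gene, with 1 column per library and no normalization. The labels did not state the counting tool, the annotation release, the use of strand or the filter that selected the deposited genes. The authors named DESeq2 for differential expression and rMATS 4.1.0 for splicing, per the labels' design text. Splicing was not analysed here. That text also warned that batches could affect the expression comparisons of some fetal samples.

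The table held 27728 genes, and 27668 of their IDs had a symbol in GENCODE M21, from which symbols, biotypes and GRCm38 coordinates were taken. The other 60 IDs had no symbol there. Of the genes, 15424 were protein-coding and 20 lay on chromosome Y. U2af1 itself was not analysed here. The total count per library ran from 26588099 to 71251200, and the number of genes with a count above 0 ran from 14980 to 19218. The smallest share of a library that could be shown was set at 3 counts, and a fold change against a group with no library above 3 counts was computed against that floor and is given as a lower bound. Reads carried no molecular identifiers, so such floors cover counting error only. Replicates of one group differed by more than counting error in all 46 pairs of libraries, with a chi-square per degree of freedom from 3.85 to 522.4.

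Libraries were grouped by the genotype, treatment and stage in the labels, and the fetal libraries by the batch in the labels. Fetal genotypes were compared within batch A, in 1 model of the 9 libraries of the flox control, the heterozygous deletion and the homozygous deletion. The adult groups were compared in 1 model of all 17 adult libraries, for which the labels gave no batch. A trend with dose was fitted to the 14 adult libraries that received doxycycline, as a slope on log2 of the dose in ppm. Genes were kept with filterByExpr, library sizes were scaled by the trimmed mean of M values (TMM), and the 10 comparisons were tested with edgeR 4.0.16's quasi-likelihood test. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Per-library values are counts per 1000000 counts (CPM) after scaling by TMM, given as mean and SD, and log2 CPM values used a prior count of 2. The 4 fetal libraries with the S34F allele shared their batch with only 1 control library, so no test was made there. Genes with a mean count of at least 10 were counted that differed at least 2-fold from that control in every S34F library.

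Lists of p53 targets and of interferon-stimulated genes were written, and the 5 list tests chosen, before the data were examined, as were the comparisons, the thresholds, the alternative settings and the rule for named genes. The lists were tested with camera of limma 3.58.1, two-sided, at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 5 tests. The named genes are the 3 with the largest rise and the 3 with the largest fall in each comparison, among genes with a symbol, an adjusted p under 0.05, no overlap between the normalised values of both groups and a mean of at least 50 counts in the higher group. For the trend, the 10000 and 1250 ppm groups had to be free of overlap. Other genes named in the text were chosen after their values were seen, except members of the lists written beforehand.

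Groups shared replicate numbers in the labels, which do not say whether equal numbers mean animals handled together. A fit with the replicate number as a block was therefore fitted as an alternative, and whether equal numbers pair the libraries was checked by the correlation of their deviations from the group means. The other alternatives chosen at that point were DESeq2 1.42.0, median-ratio (RLE) factors, leaving out genes with over 1% of the counts of any library, no filter on low counts, a mean of at least 50 counts, an absolute log2 fold change of at least 1, only the compared groups in the fit, a batch covariate over all 15 fetal libraries, a pooled fetal control group, the rank of the dose, fry in place of camera, and leaving out each replicate in turn. Chosen after seeing the data were a lowess correction of log CPM on transcript GC content in each library (span 0.3), this correction together with the replicate block, and the presence of reads of the Y-linked lincRNA Gm29650 as a covariate. A covariate from named Y-linked genes and Xist was planned and was not run, because those genes were not analysed here. Other splits of the libraries into groups of the same sizes were refitted, with at most 100 splits drawn per comparison.

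The procedures were tested on simulated data, negative binomial counts drawn for the real genes and library sizes in which 200 genes were changed. With 3 libraries per fetal group, edgeR recovered 171 of the 200 genes that were changed by 1 on the log2 scale, and 5.50% of its calls were false. In the adult design it recovered 161 and 3.00% of calls were false, and in the trend design it recovered 188 of 200 genes with a slope of 0.50, with 6.50% of calls false. DESeq2 recovered 181, 175 and 193 genes in these designs, with 16.6%, 16.3% and 15.7% of calls false. Camera passed the threshold in 20 of 20 simulations of a list of 25 genes raised by 0.50 and in 0 of 20 simulations of an unchanged list. The S34F count recovered 195 of 200 genes changed 4-fold and included 25 unchanged genes. Computations used R 4.3.3, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.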

Results

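Gene expression was measured in 32 libraries of sorted progenitors. The fetal groups were U2af1(flox/flox) embryos without Cre (flox control, n = 3), embryos with Vav1-Cre and 1 floxed allele (heterozygous deletion, n = 3), embryos with Vav1-Cre and both alleles floxed (homozygous deletion, n = 3), embryos with Vav1-Cre and 1 S34F allele (n = 4), and embryos with Vav1-Cre alone (n = 2). Vav1-Cre deletes floxed sequence in blood cells, and S34F is a substitution in the U2AF1 protein. Adult mice of 3 dose groups carried Mx1-Cre, a doxycycline-inducible transgene of wild-type U2AF1, and U2af1(flox/S34F). They received polyinosinic-polycytidylic acid (pIpC), which induces Mx1-Cre, and chow with doxycycline at 1250 ppm (n = 4), 2500 ppm (n = 6) or 10000 ppm (n = 4). The adult control group (n = 3) had the Cre and the transgene with U2af1(wt/wt) and was untreated. U2af1 itself was not analysed here, so the counts gave no check of the genotype labels.

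The total count per library, in M (1000000 counts), was 42.8 to 66.1 M in the flox control, 59.0 to 71.3 M in the heterozygous deletion and 34.5 to 64.5 M in the homozygous deletion. It was 26.6 to 48.9 M in the S34F libraries, and 50.9 and 28.9 M in the Vav1-Cre libraries of batch A and batch B. In the adult groups it was 32.5 to 67.5 M at 10000 ppm, 49.7 to 70.0 M at 1250 ppm, 45.8 to 59.2 M at 2500 ppm and 50.2 to 58.3 M in the untreated wild type. All libraries of the flox control and both deletion groups were in batch A, and all S34F libraries were in batch B, so a fetal contrast of S34F with any of those groups cannot be told apart from the batch. Over all 15 fetal libraries, the first principal component of the 1000 most variable genes held 41.5% of the variance and the other plotted component 34.1%. The 5 libraries of batch B lay between 30.3 and 33.5 on the first component, above all 10 libraries of batch A, which lay between -52.0 and 1.70. Among the 9 batch A libraries of the compared genotypes, the first component held 68.5% of the variance, with the homozygous deletion between 37.5 and 64.4 and the other 6 libraries between -39.1 and -14.1. In the 17 adult libraries the first component held 30.8% and the other plotted component 23.2%. The 3 dose groups overlapped on the first component, and the untreated wild type lay at 25.4 to 41.1 on it, above the 14 dosed libraries at -60.5 to 17.5.

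**Figure D1:**
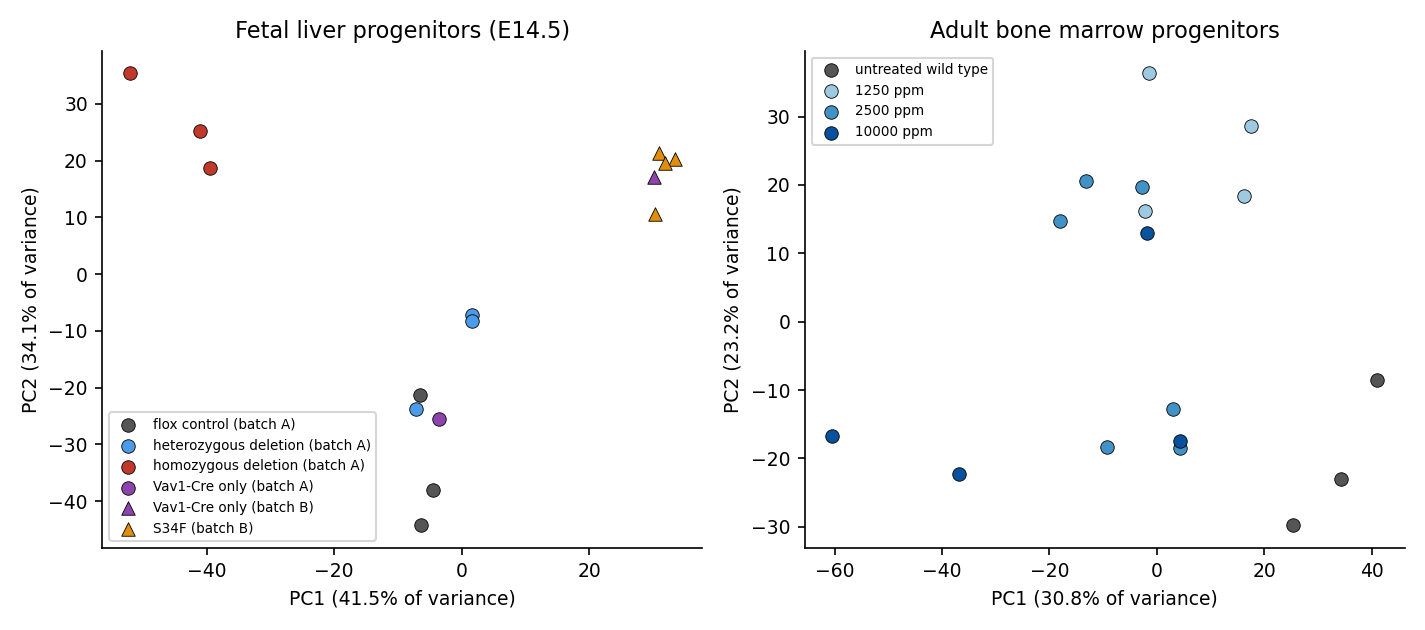
First 2 principal components of log2 CPM of the 1000 most variable genes in the 15 fetal libraries (41.5% and 34.1% of the variance) and in the 17 adult libraries (30.8% and 23.2%), with 1 point per library coloured by group; circles mark batch A, triangles mark batch B, and no batch was given for the adult libraries. The 5 batch B libraries lie above 30.2 on the first fetal component and the 10 batch A libraries at or below 1.70.

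The homozygous deletion was compared with the flox control to measure what losing both alleles of U2af1 changes in fetal progenitors. Of 12678 genes tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5194 (41.0%) had an adjusted p under 0.05, 2350 of them higher and 2844 lower. The smallest adjusted p in this edgeR test was 4.57e-08. An unadjusted p under 0.05 was found for 6245 genes, against 633.9 by chance, and 1533 of the called genes differed at least 2-fold. Of the processing alternatives, the one that moved this count most was a required absolute log2 fold change of at least 1, with 1533 genes, 351 higher and 1182 lower. With the hepatocyte score of each library as a covariate, described below, 1244 genes passed. Gsdmc4 (ENSMUSG00000055748, protein-coding, chromosome 15, 63891264 to 63912297, minus strand) had 2.43 ± 0.481 CPM (SD, n = 3) in the homozygous deletion and 0.0379 ± 0.0471 CPM (SD, n = 3) in the flox control. Zfp750 (ENSMUSG00000039238, protein-coding, chromosome 11, 121510978 to 121519333, minus strand) had 1.26 ± 0.285 CPM (SD, n = 3) in the homozygous deletion and 0.0438 ± 0.0217 CPM (SD, n = 3) in the flox control. Zfp365 (ENSMUSG00000037855, protein-coding, chromosome 10, 67886103 to 67912662, minus strand) had 1.90 ± 1.11 CPM (SD, n = 3) in the homozygous deletion and 0.0878 ± 0.0866 CPM (SD, n = 3) in the flox control. Cd5l (ENSMUSG00000015854, protein-coding, chromosome 3, 87357881 to 87371073, plus strand) had 0.00677 ± 0.0117 CPM (SD, n = 3) in the homozygous deletion and 10.7 ± 1.30 CPM (SD, n = 3) in the flox control. F12 (ENSMUSG00000021492, protein-coding, chromosome 13, 55417958 to 55426793, minus strand) had 0 CPM in all 3 libraries of the homozygous deletion and 1.99 ± 1.39 CPM (SD, n = 3) in the flox control. Pou2af1 (ENSMUSG00000032053, protein-coding, chromosome 9, 51213708 to 51240080, plus strand) had 0.00550 ± 0.00952 CPM (SD, n = 3) in the homozygous deletion and 6.14 ± 4.43 CPM (SD, n = 3) in the flox control. The log2 fold change ± SE was 5.85 ± 0.67 for Gsdmc4 and 4.54 ± 0.73 for Zfp365. Zfp750 was at least 24-fold higher, as no library of the flox control had more than 3 counts. Cd5l was at least 171-fold lower, F12 was at least 31.7-fold lower and Pou2af1 was at least 97.8-fold lower, as no library of the homozygous deletion had more than 3 counts. These bounds use group means, and replicate 3 of the flox control raised that of Pou2af1, at 11.3 CPM against 3.54 and 3.62. Adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.000108 for Gsdmc4, 7.13e-05 for Zfp750, 0.00076 for Zfp365, 3.42e-05 for Cd5l, 0.00137 for F12 and 2.94e-05 for Pou2af1. Each of these 6 genes passed the threshold under every alternative in which it was tested, and the hepatocyte score was not among those. F12 followed that score: it had 0.408, 3.03 and 2.54 CPM in flox control libraries with scores of 2.72, 5.31 and 4.66. In the heterozygous deletion it had 0.616, 0.148 and 0.242 CPM at scores of 2.98, 1.56 and 1.70. Its fall therefore cannot be told apart from a difference in hepatocyte RNA. Zfp750 overlaps Tbcd on the other strand and Pou2af1 overlaps Gm47828 on its own strand, so their counts are uncertain, since the use of strand was not stated. Reads of Gsdmc4 can be shared with its paralogs, which makes its count uncertain too.

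The heterozygous deletion was compared with the same flox control to measure the effect of losing 1 allele. Only 4 of the 12678 genes passed the threshold, 1 higher and 3 lower, while 1120 genes had an unadjusted p under 0.05 against 633.9 by chance. All 4 also passed in the homozygous deletion against the flox control, in the same direction. Both comparisons use the flox control libraries, which alone pushes the signs together. The count ranged from 0 to 230 genes over the alternatives that kept all replicates. Commd10 (ENSMUSG00000042705, protein-coding, chromosome 18, 46958816 to 47234284, plus strand) had 24.9 ± 1.04 CPM (SD, n = 3) in the heterozygous deletion and 16.6 ± 0.890 CPM (SD, n = 3) in the flox control. Ctse (ENSMUSG00000004552, protein-coding, chromosome 1, 131638306 to 131675505, plus strand) had 5.98 ± 0.221 CPM (SD, n = 3) in the heterozygous deletion and 12.7 ± 1.88 CPM (SD, n = 3) in the flox control. Ap1g2 (ENSMUSG00000040701, protein-coding, chromosome 14, 55098575 to 55106593, minus strand) had 68.8 ± 2.47 CPM (SD, n = 3) in the heterozygous deletion and 95.7 ± 2.98 CPM (SD, n = 3) in the flox control. Pdk1 (ENSMUSG00000006494, protein-coding, chromosome 2, 71873224 to 71903858, plus strand) had 109 ± 5.55 CPM (SD, n = 3) in the heterozygous deletion and 151 ± 4.92 CPM (SD, n = 3) in the flox control. Log2 fold changes ± SE were 0.58 ± 0.073 for Commd10, -1.09 ± 0.14 for Ctse, -0.48 ± 0.059 for Ap1g2 and -0.47 ± 0.058 for Pdk1. The adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0278 for each of the 4. These 4 were the whole set of calls, and none of them passed under every alternative. Commd10 overlaps 4 annotated genes on its own strand and 1 on the other strand, and Ap1g2 overlaps Gm20687 and Thtpa on the other strand.

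The homozygous deletion was compared with the heterozygous deletion to separate the loss of both alleles from the loss of 1 with Vav1-Cre present in both groups. In this comparison 5358 genes (42.3%) passed the threshold, 2513 higher and 2845 lower, with 1439 at least 2-fold apart and 6404 genes at an unadjusted p under 0.05. A required absolute log2 fold change of at least 1 gave 351 higher and 1088 lower. Of the genes called here and against the flox control, 4299 were shared, all in the same direction, which is 82.8% of the smaller set. Both comparisons use the libraries of the homozygous deletion, which alone pushes calls to be shared with the same sign. Sytl3 (ENSMUSG00000041831, protein-coding, chromosome 17, 6659093 to 6738044, plus strand) had 1.49 ± 0.984 CPM (SD, n = 3) in the homozygous deletion and 0.0489 ± 0.0189 CPM (SD, n = 3) in the heterozygous deletion. Gm36325 (ENSMUSG00000110216, lincRNA, chromosome 8, 91710233 to 91714413, minus strand) had 1.17 ± 0.590 CPM (SD, n = 3) in the homozygous deletion and 0.0382 ± 0.0193 CPM (SD, n = 3) in the heterozygous deletion. Zfp750 had 1.26 ± 0.285 CPM (SD, n = 3) in the homozygous deletion and 0.0427 ± 0.0253 CPM (SD, n = 3) in the heterozygous deletion. Pou2af1 had 0.00550 ± 0.00952 CPM (SD, n = 3) in the homozygous deletion and 6.17 ± 1.30 CPM (SD, n = 3) in the heterozygous deletion. Cd5l had 0.00677 ± 0.0117 CPM (SD, n = 3) in the homozygous deletion and 4.99 ± 4.19 CPM (SD, n = 3) in the heterozygous deletion. Pax5 (ENSMUSG00000014030, protein-coding, chromosome 4, 44524757 to 44710487, minus strand) had 0.0445 ± 0.0138 CPM (SD, n = 3) in the homozygous deletion and 20.8 ± 3.45 CPM (SD, n = 3) in the heterozygous deletion. The log2 fold change ± SE was 4.85 ± 0.93 for Sytl3, 4.83 ± 0.61 for Gm36325 and 4.77 ± 0.49 for Zfp750. Pou2af1 was at least 98.3-fold lower, Cd5l was at least 79.4-fold lower and Pax5 was at least 331-fold lower, as no library of the homozygous deletion had more than 3 counts. The bound for Cd5l leans on replicate 3 of the heterozygous deletion, at 9.79 CPM against 3.06 and 2.11 in the others. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 0.0019 for Sytl3, 0.000173 for Gm36325, 5.88e-05 for Zfp750, 3.16e-05 for Pou2af1, 7.39e-05 for Cd5l and 7.39e-06 for Pax5. Each of these 6 passed under every alternative in which it was tested. Sytl3 overlaps Ezr on the other strand, and Pax5 overlaps Mir5120 on its own strand and 3 annotated genes on the other strand, so these counts are uncertain as well.

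A list of p53 targets was tested because loss of an essential gene can raise them. The 25 genes of the list had a median log2 fold change of 0.45 in the homozygous deletion against the flox control, with 22 genes higher and 3 lower. Camera of limma gave a Benjamini-Hochberg adjusted p of 1.88e-06 over the 5 list tests, and this adjusted p ranged from 6.31e-08 to 0.000669 over the alternatives. Of the processing alternatives, the one that moved the median most left out flox control replicate 3 and gave 0.59, and the hepatocyte score as a covariate gave 0.73. Of the 25 genes, 15 passed with adjustment over all genes and 15 with adjustment over the list alone. Among them Sesn1 was lower, at -0.37 on the log2 scale, and the others were higher. Cdkn1a rose by 1.39 ± 0.31 (SE) on the log2 scale with an adjusted p of 0.00449 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and had 56.6 ± 15.1 CPM (SD, n = 3) against 21.4 ± 11 CPM (SD, n = 3). In the heterozygous deletion the list had a median log2 fold change of 0.034, with 15 genes higher and 10 lower. Camera of limma gave an adjusted p of 0.212 for it, with a range of 0.0286 to 0.509 over the alternatives, and 0 of the 25 genes passed with either adjustment. The mean log2 CPM of the list was 4.29 ± 0.26 (SD, n = 3) in the homozygous deletion, 3.58 ± 0.08 (SD, n = 3) in the heterozygous deletion and 3.53 ± 0.18 (SD, n = 3) in the flox control. It was 3.61 and 3.68 in the Vav1-Cre libraries of batch A and batch B, and 3.94 ± 0.12 (SD, n = 4) in the S34F libraries of batch B.

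Libraries of one fetal group differed in hepatocyte transcripts. The mean log2 CPM of 9 hepatocyte genes was 2.72, 5.31 and 4.66 in the flox control, 2.98, 1.56 and 1.70 in the heterozygous deletion, and 0.99, 0.00 and -1.07 in the homozygous deletion. With 75.0% of the 12 genes of that list present, it served as a measure per library and not as a set test.

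**Figure D2:**
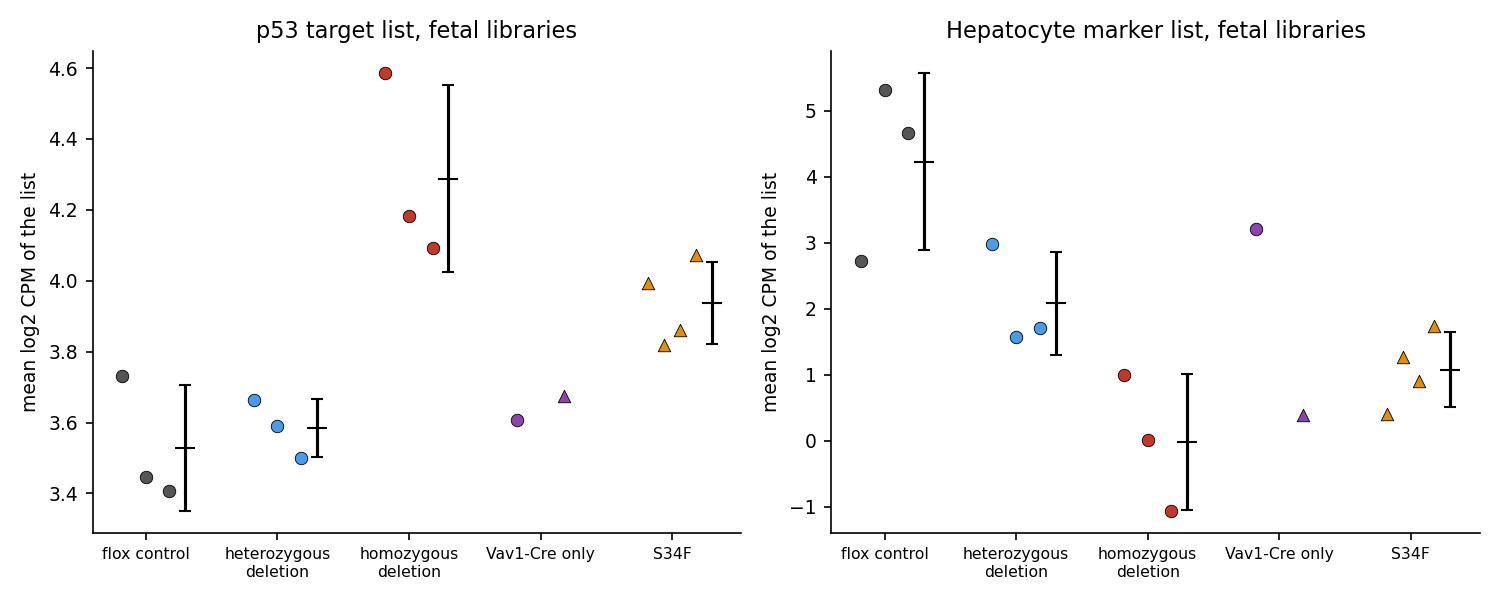
Mean log2 CPM of 25 p53 targets and of 9 hepatocyte genes in each of the 15 fetal libraries, with 1 point per library and bars for the mean ± SD of each group except the 2 Vav1-Cre libraries, which lie in different batches. The p53 targets lie at 4.09 to 4.59 in the homozygous deletion and at 3.41 to 3.73 in the flox control, and the hepatocyte genes at -1.07 to 0.99 and at 2.72 to 5.31.

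The S34F libraries were set against the 1 Vav1-Cre library of their batch to look for changes from the S34F allele. Of 11823 genes, 119 differed at least 2-fold from that library in all 4 S34F libraries, 90 higher and 29 lower. With each S34F library in turn in the place of the control, the same count gave 42, 27, 18 and 14 genes. A single control library gives no replicate check, and the difference cannot be separated from the peculiarities of that library. The Vav1-Cre libraries of batch A and batch B differed at least 2-fold in 1009 of 11788 genes, 510 higher and 499 lower in batch A, and they too differ in batch and animal at once. The 3 flox control libraries all differed at least 2-fold from the Vav1-Cre library of batch A in 53 of 12083 genes.

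Each dose group was compared with the untreated wild type to ask how far expression of the transgene restored the pattern of wild-type marrow. Genotype, pIpC and doxycycline all differ between these groups at once, and the series has no group that received doxycycline alone. At 10000 ppm, 169 of 13338 genes passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 127 higher and 42 lower, with 123 at least 2-fold apart and 2974 genes at an unadjusted p under 0.05 against 666.9 by chance. The alternative that raised this count most was DESeq2, with 1055 genes. With the Y-linked reads as a covariate, which only untreated replicate 3 lacked, 0 genes passed and 2311 had an unadjusted p under 0.05. Cilp (ENSMUSG00000042254, protein-coding, chromosome 9, 65265180 to 65280605, plus strand) had 1.97 ± 1.82 CPM (SD, n = 4) at 10000 ppm and 0 CPM in all 3 libraries of the untreated wild type. Igkv8-24 (ENSMUSG00000076583, immunoglobulin variable gene, chromosome 6, 70216858 to 70217421, minus strand) had 2.53 ± 1.40 CPM (SD, n = 4) at 10000 ppm and 0.00679 ± 0.0118 CPM (SD, n = 3) in the untreated wild type. Hbb-bt (ENSMUSG00000073940, protein-coding, chromosome 7, 103812524 to 103813996, minus strand) had 112 ± 206 CPM (SD, n = 4) at 10000 ppm and 0.699 ± 0.242 CPM (SD, n = 3) in the untreated wild type. Ambp (ENSMUSG00000028356, protein-coding, chromosome 4, 63143275 to 63154799, minus strand) had 0.177 ± 0.0150 CPM (SD, n = 4) at 10000 ppm and 1.41 ± 1.05 CPM (SD, n = 3) in the untreated wild type. 9130208D14Rik (ENSMUSG00000086513, unprocessed pseudogene, chromosome 7, 105824223 to 105831515, minus strand) had 0.407 ± 0.211 CPM (SD, n = 4) at 10000 ppm and 1.38 ± 0.165 CPM (SD, n = 3) in the untreated wild type. Gvin1 (ENSMUSG00000045868, protein-coding, chromosome 7, 106156556 to 106215326, minus strand) had 4.47 ± 1.19 CPM (SD, n = 4) at 10000 ppm and 10.4 ± 1.46 CPM (SD, n = 3) in the untreated wild type. Log2 fold changes ± SE were 7.32 ± 1.62 for Hbb-bt, -2.97 ± 0.62 for Ambp, -1.74 ± 0.38 for 9130208D14Rik and -1.22 ± 0.27 for Gvin1. By group means, Cilp was at least 34.4-fold and Igkv8-24 44.3-fold higher, as no untreated library had over 3 counts. Adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0247 for Cilp, 0.0225 for Igkv8-24, 0.0397 for Hbb-bt, 0.0346 for Ambp, 0.0366 for 9130208D14Rik and 0.0397 for Gvin1. None of the 6 passed under every alternative. Igkv8-24, Hbb-bt, 9130208D14Rik and Gvin1 belong to families of similar genes or pseudogenes, so reads can be shared and their counts are uncertain, and 9130208D14Rik overlaps Gm15645 on the other strand. One 10000 ppm library held most of the Hbb-bt reads, with a log2 CPM of 8.71 against 2.93 to 3.24 in the other 3.

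At 2500 ppm, 65 genes passed against the untreated wild type, 46 higher and 19 lower, with 45 at least 2-fold apart and 2027 genes at an unadjusted p under 0.05. Libraries with the same replicate number deviated together to some degree in this comparison, with a mean correlation of 0.138. With the replicate number as a block, 121 genes passed, of which 44 were among the 65. Gpnmb (ENSMUSG00000029816, protein-coding, chromosome 6, 49036546 to 49070929, plus strand) had 43.8 ± 35.0 CPM (SD, n = 6) at 2500 ppm and 0.253 ± 0.0332 CPM (SD, n = 3) in the untreated wild type. Siglec1 (ENSMUSG00000027322, protein-coding, chromosome 2, 131069220 to 131086765, minus strand) had 7.84 ± 7.04 CPM (SD, n = 6) at 2500 ppm and 0.114 ± 0.0288 CPM (SD, n = 3) in the untreated wild type. Mertk (ENSMUSG00000014361, protein-coding, chromosome 2, 128698956 to 128802894, plus strand) had 3.52 ± 2.70 CPM (SD, n = 6) at 2500 ppm and 0.0542 ± 0.0621 CPM (SD, n = 3) in the untreated wild type. Gvin1 had 4.48 ± 1.27 CPM (SD, n = 6) at 2500 ppm and 10.4 ± 1.46 CPM (SD, n = 3) in the untreated wild type. Ms4a2 (ENSMUSG00000024680, protein-coding, chromosome 19, 11615523 to 11623719, minus strand) had 11 ± 3.64 CPM (SD, n = 6) at 2500 ppm and 24.9 ± 2.65 CPM (SD, n = 3) in the untreated wild type. Oasl2 (ENSMUSG00000029561, protein-coding, chromosome 5, 114896936 to 114912234, plus strand) had 9.90 ± 1.62 CPM (SD, n = 6) at 2500 ppm and 18.2 ± 5.33 CPM (SD, n = 3) in the untreated wild type. The log2 fold change ± SE was 7.42 ± 1.20 for Gpnmb, 6.08 ± 1.23 for Siglec1, 5.92 ± 1.18 for Mertk, -1.22 ± 0.24 for Gvin1, -1.17 ± 0.24 for Ms4a2 and -0.88 ± 0.18 for Oasl2. The adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0207 for Gpnmb, 0.045 for Siglec1, 0.045 for Mertk, 0.045 for Gvin1, 0.0456 for Ms4a2 and 0.0471 for Oasl2. None of the 6 passed under every alternative. Mertk overlaps Gm23172 on its own strand and Gm14011 on the other, and Gvin1 overlaps Gm18853. At 1250 ppm, 1524 genes (11.4%) passed, 902 higher and 622 lower, with 455 at least 2-fold apart and 4069 genes at an unadjusted p under 0.05.

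Among the genes named for 1250 ppm against the untreated wild type, none passed under every alternative. Gpnmb had 31.9 ± 38.3 CPM (SD, n = 4) at 1250 ppm and 0.253 ± 0.0332 CPM (SD, n = 3) in the untreated wild type. Fcna (ENSMUSG00000026938, protein-coding, chromosome 2, 25624666 to 25628030, minus strand) had 4.81 ± 5.23 CPM (SD, n = 4) at 1250 ppm and 0.0552 ± 0.0480 CPM (SD, n = 3) in the untreated wild type. Cd5l had 8.68 ± 10.8 CPM (SD, n = 4) at 1250 ppm and 0.137 ± 0.0841 CPM (SD, n = 3) in the untreated wild type. Snord34 (ENSMUSG00000065878, snoRNA, chromosome 7, 45126601 to 45126670, minus strand) had 0.0682 ± 0.126 CPM (SD, n = 4) at 1250 ppm and 2.02 ± 0.0196 CPM (SD, n = 3) in the untreated wild type. Cldn1 (ENSMUSG00000022512, protein-coding, chromosome 16, 26356642 to 26371841, minus strand) had 0.377 ± 0.396 CPM (SD, n = 4) at 1250 ppm and 6.38 ± 6.05 CPM (SD, n = 3) in the untreated wild type. Sdc2 (ENSMUSG00000022261, protein-coding, chromosome 15, 32920723 to 33034935, plus strand) had 0.698 ± 0.630 CPM (SD, n = 4) at 1250 ppm and 10.3 ± 7.42 CPM (SD, n = 3) in the untreated wild type. Log2 fold changes ± SE were 6.96 ± 1.20 for Gpnmb, 6.35 ± 1.58 for Fcna, 5.95 ± 1.43 for Cd5l, -4.72 ± 1.48 for Snord34, -4.03 ± 1.26 for Cldn1 and -3.86 ± 1.19 for Sdc2. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 0.00764 for Gpnmb, 0.0222 for Fcna, 0.0202 for Cd5l, 0.0495 for Snord34, 0.049 for Cldn1 and 0.047 for Sdc2. Snord34 lies inside Rpl13a, so its count is uncertain, and with the level of the other snoRNA genes as a covariate its log2 fold change was 0.38. Fcna overlaps Fcnaos on the other strand. The called genes of 2500 ppm shared 63 genes with those of 1250 ppm and 38 with those of 10000 ppm, and those of 10000 ppm shared 81 with 1250 ppm, each in the same direction. All these comparisons use the same untreated libraries, which alone pushes calls to be shared with the same sign.

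The adult libraries were compared in GC content and in snoRNA level. The log2 fold changes against the untreated wild type rose with the GC content of the transcripts, with a Spearman rho across 13324 genes of 0.36 at 10000 ppm, 0.34 at 2500 ppm and 0.37 at 1250 ppm, where genes are not independent replicates. After the GC correction rho was 0.03, 0.02 and 0.04. The mean log2 CPM of 41 snoRNA genes ran from -0.83 to -0.38 in the untreated wild type, from -1.93 to -0.48 at 10000 ppm, from -2.57 to -0.42 at 2500 ppm and from -3.47 to -1.64 at 1250 ppm. The labels gave no batch for these libraries.

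**Figure D3:**
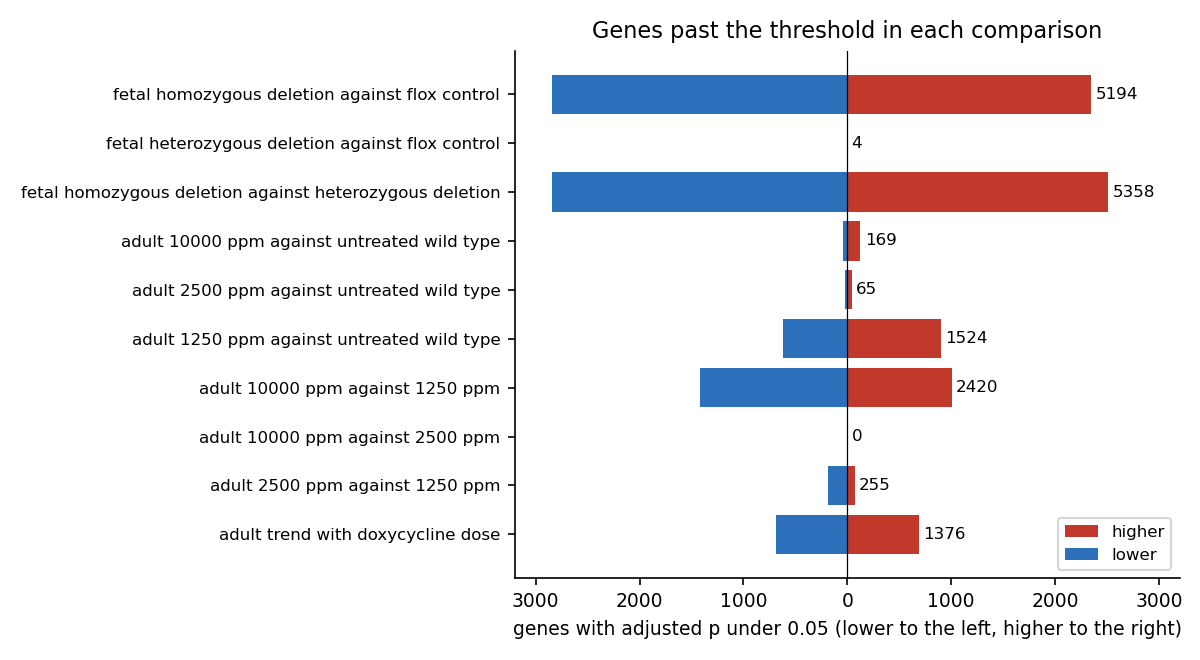
Number of genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test, as bars from 0 for genes higher and genes lower in each of the 9 comparisons of groups and in the trend with dose. The homozygous deletion gave 5194 genes against the flox control, the heterozygous deletion 4, and 10000 against 2500 ppm gave 0.

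Interferon-stimulated genes were tested as a list because pIpC, given to the dose groups alone, induces interferon. The median log2 fold change of 28 genes against the untreated wild type was -0.31 at 10000 ppm, with 8 genes higher and 20 lower, -0.55 at 2500 ppm, with 3 higher and 25 lower, and -0.73 at 1250 ppm, with 1 higher and 27 lower. In camera of limma the adjusted p over the 5 list tests was 7.92e-05, 2.10e-13 and 2.10e-13. Over the alternatives the adjusted p ranged from 2.41e-09 to 0.0166 at 10000 ppm, from 1.90e-22 to 0.000666 at 2500 ppm and from 7.08e-24 to 7.60e-05 at 1250 ppm. The snoRNA level as a covariate, described below, gave an adjusted p outside that range at 1250 ppm, 5.97e-29 in camera of limma. The median stayed negative under each alternative, RLE factors included. With adjustment over all genes 0, 2 and 16 genes of the list passed at 10000, 2500 and 1250 ppm, and with adjustment over the list alone 10, 16 and 20 passed. With the replicate number as a block, where equal numbers correlated at 0.138, the median at 2500 ppm was -0.43 and camera of limma gave an adjusted p of 5.12e-08. The mean log2 CPM of the list was 3.50 ± 0.28 (SD, n = 4) at 10000 ppm, 3.23 ± 0.17 (SD, n = 6) at 2500 ppm, 2.99 ± 0.10 (SD, n = 4) at 1250 ppm and 3.73 ± 0.40 (SD, n = 3) in the untreated wild type. The 3 untreated libraries lay at 3.28, 3.83 and 4.07, so 2 of them fell within the range of the 10000 ppm libraries, 3.16 to 3.85, and 1 within that of the 2500 ppm libraries, 2.98 to 3.39. All of them lay above the 1250 ppm libraries, at 2.90 to 3.08.

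**Figure D4:**
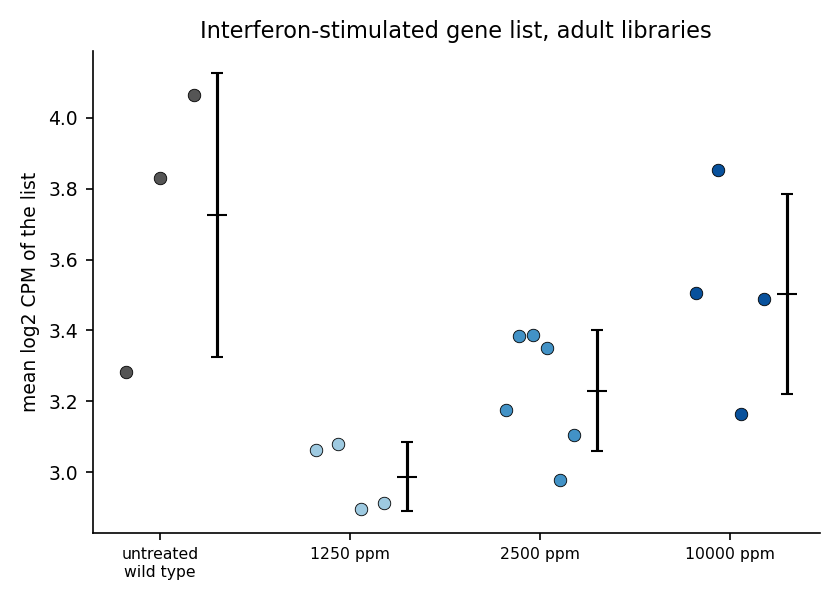
Mean log2 CPM of 28 interferon-stimulated genes in each of the 17 adult libraries, with 1 point per library and bars for the mean ± SD of each group. The means are 3.50 at 10000 ppm, 3.23 at 2500 ppm, 2.99 at 1250 ppm and 3.73 in the untreated wild type.

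The dose groups were compared with each other because they share genotype and pIpC, so that the dose is the only labelled difference. At 10000 against 1250 ppm, 2420 genes (18.1%) passed the threshold, 1005 higher and 1415 lower, with 654 at least 2-fold apart and 4358 genes at an unadjusted p under 0.05. With a required absolute log2 fold change of at least 1 the balance reversed, with 557 genes higher and 97 lower. Cilp had 1.97 ± 1.82 CPM (SD, n = 4) at 10000 ppm and 0.00356 ± 0.00711 CPM (SD, n = 4) at 1250 ppm. Igkv8-24 had 2.53 ± 1.40 CPM (SD, n = 4) at 10000 ppm and 0.00711 ± 0.0142 CPM (SD, n = 4) at 1250 ppm. Gm6522 (ENSMUSG00000106373, unprocessed pseudogene, chromosome 3, 106275200 to 106299760, plus strand) had 1.52 ± 1.29 CPM (SD, n = 4) at 10000 ppm and 0.0113 ± 0.0139 CPM (SD, n = 4) at 1250 ppm. D630023F18Rik (ENSMUSG00000044816, protein-coding, chromosome 1, 65105285 to 65123214, minus strand) had 0.122 ± 0.0546 CPM (SD, n = 4) at 10000 ppm and 1.02 ± 0.688 CPM (SD, n = 4) at 1250 ppm. Adgrb1 (ENSMUSG00000034730, protein-coding, chromosome 15, 74516195 to 74589465, plus strand) had 0.563 ± 0.529 CPM (SD, n = 4) at 10000 ppm and 4.31 ± 1.98 CPM (SD, n = 4) at 1250 ppm. Igf2bp3 (ENSMUSG00000029814, protein-coding, chromosome 6, 49085223 to 49214957, minus strand) had 0.246 ± 0.0416 CPM (SD, n = 4) at 10000 ppm and 1.73 ± 1.54 CPM (SD, n = 4) at 1250 ppm. The log2 fold change ± SE was -3.06 ± 0.75 for D630023F18Rik, -2.98 ± 0.82 for Adgrb1 and -2.80 ± 0.70 for Igf2bp3. Cilp was at least 39.0-fold higher, Igkv8-24 was at least 50.2-fold higher and Gm6522 was at least 30.2-fold higher, as no library at 1250 ppm had more than 3 counts. Adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.00369 for Cilp, 0.00304 for Igkv8-24, 0.00557 for Gm6522, 0.0125 for D630023F18Rik, 0.0204 for Adgrb1 and 0.0139 for Igf2bp3. Of the 6, all but Adgrb1 and Igf2bp3 passed under every alternative that tested them. Reads of Igkv8-24 and of the pseudogene Gm6522 can be shared with similar genes, D630023F18Rik overlaps Gm28845 and Adgrb1 overlaps Gm26117 on the same strand, and Igf2bp3 overlaps Malsu1 and Gm18010 on the other strand. Of the 1524 genes called at 1250 ppm against the untreated wild type, 765 were also called at 10000 against 1250 ppm, and 2 of these 765 had the same sign in both comparisons. Both comparisons use the 1250 ppm libraries, which alone pushes the signs apart.

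At 10000 against 2500 ppm, 0 genes passed, with 1445 at an unadjusted p under 0.05 against 666.9 by chance and a smallest adjusted p of 0.149 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Libraries with the same replicate number correlated at 0.229 here, and with the replicate number as a block 0 genes passed as well, with 1024 at an unadjusted p under 0.05. At 2500 against 1250 ppm, 255 genes passed, 73 higher and 182 lower, with 29 at least 2-fold apart and 2762 genes at an unadjusted p under 0.05. Here too the balance reversed with a required absolute log2 fold change of at least 1, with 23 genes higher and 6 lower. Of the 255, 249 also passed at 10000 against 1250 ppm, all in the same direction, where the shared 1250 ppm libraries alone push the signs together. Pdzd4 (ENSMUSG00000002006, protein-coding, chromosome X, 73793359 to 73824969, minus strand) had 2.49 ± 1.06 CPM (SD, n = 6) at 2500 ppm and 0.732 ± 0.132 CPM (SD, n = 4) at 1250 ppm. Gm15987 (ENSMUSG00000085786, antisense, chromosome 6, 128951204 to 128975029, minus strand) had 1.18 ± 0.301 CPM (SD, n = 6) at 2500 ppm and 0.378 ± 0.0191 CPM (SD, n = 4) at 1250 ppm. Tiam2 (ENSMUSG00000023800, protein-coding, chromosome 17, 3326573 to 3531344, plus strand) had 7.14 ± 2.59 CPM (SD, n = 6) at 2500 ppm and 2.48 ± 0.762 CPM (SD, n = 4) at 1250 ppm. Smpdl3b (ENSMUSG00000028885, protein-coding, chromosome 4, 132732966 to 132757252, minus strand) had 0.337 ± 0.168 CPM (SD, n = 6) at 2500 ppm and 1.44 ± 0.820 CPM (SD, n = 4) at 1250 ppm. Bcat1 (ENSMUSG00000030268, protein-coding, chromosome 6, 144993835 to 145076184, minus strand) had 3.19 ± 1.62 CPM (SD, n = 6) at 2500 ppm and 10.6 ± 4.11 CPM (SD, n = 4) at 1250 ppm. Tulp3 (ENSMUSG00000001521, protein-coding, chromosome 6, 128321161 to 128355851, minus strand) had 1.22 ± 0.288 CPM (SD, n = 6) at 2500 ppm and 3.41 ± 0.767 CPM (SD, n = 4) at 1250 ppm. Log2 fold changes ± SE were 1.77 ± 0.43 for Pdzd4, 1.64 ± 0.27 for Gm15987, 1.52 ± 0.36 for Tiam2, -2.08 ± 0.46 for Smpdl3b, -1.72 ± 0.36 for Bcat1 and -1.49 ± 0.28 for Tulp3. The adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0476 for Pdzd4, 0.0443 for Gm15987, 0.0465 for Tiam2, 0.0443 for Smpdl3b, 0.0443 for Bcat1 and 0.0443 for Tulp3. None of the 6 passed under every alternative. Gm15987 is antisense to Clec2g and overlaps Mir7649, Pdzd4 and Tiam2 overlap other annotated genes on the other strand, Tulp3 overlaps Gm44190 on its own strand, and Bcat1 overlaps annotated genes on both strands, so these counts are uncertain.

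The trend with dose over the 14 dosed libraries asked which genes rise or fall steadily with doxycycline. Of 12849 genes, 1376 (10.7%) had a slope past the threshold, 693 rising and 683 falling per doubling of the dose, with 3686 genes at an unadjusted p under 0.05 against 642.4 by chance. A required absolute slope of at least 1 left 82 rising and 5 falling. Of the 1376 genes, 1312 were shared with 10000 against 1250 ppm and 163 with 2500 against 1250 ppm, all in the same direction. The trend uses the libraries of both these comparisons, so such overlap is not independent evidence. With the replicate number as a block 33 genes passed, 32 of them among the 1376, where equal numbers correlated at 0.06. Cilp had 2.00 ± 1.85 CPM (SD, n = 4) at 10000 ppm and 0.00357 ± 0.00714 CPM (SD, n = 4) at 1250 ppm. Igkv8-24 had 2.56 ± 1.41 CPM (SD, n = 4) at 10000 ppm and 0.00714 ± 0.0143 CPM (SD, n = 4) at 1250 ppm. 1700047M11Rik (ENSMUSG00000100147, lincRNA, chromosome 1, 182287990 to 182303325, plus strand) had 4.37 ± 4.76 CPM (SD, n = 4) at 10000 ppm and 0.0659 ± 0.0596 CPM (SD, n = 4) at 1250 ppm. C2cd4a (ENSMUSG00000047990, protein-coding, chromosome 9, 67830489 to 67832330, minus strand) had 0.0312 ± 0.0421 CPM (SD, n = 4) at 10000 ppm and 1.01 ± 0.984 CPM (SD, n = 4) at 1250 ppm. D630023F18Rik had 0.123 ± 0.0554 CPM (SD, n = 4) at 10000 ppm and 1.01 ± 0.685 CPM (SD, n = 4) at 1250 ppm. Adgrb1 had 0.572 ± 0.542 CPM (SD, n = 4) at 10000 ppm and 4.24 ± 1.90 CPM (SD, n = 4) at 1250 ppm. The slope ± SE was 2.04 ± 0.33 for Cilp, 1.91 ± 0.34 for Igkv8-24, 1.69 ± 0.38 for 1700047M11Rik, -1.70 ± 0.41 for C2cd4a, -1.07 ± 0.28 for D630023F18Rik and -0.93 ± 0.25 for Adgrb1. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 0.0103 for Cilp, 0.0111 for Igkv8-24, 0.0196 for 1700047M11Rik, 0.0245 for C2cd4a, 0.0302 for D630023F18Rik and 0.0321 for Adgrb1. Of these 6, 1 passed under every alternative, which was Igkv8-24.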

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

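In this part, the GC corrections of the 4 list differences and the test of erythroid genes for Hbb-bt were chosen only after the result was seen, and the other tests were chosen before it. Of 69 groups of values examined for a library far from the others, 5 held such a library, where chance gives 1 in 20, or 3.5 groups.

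S34F replicate 4 stood apart from the other S34F libraries in depth, with a total count of 48.9 M (1000000 counts) against 26.6 to 28.9 M. It also had the most genes with a count above 0, 19218 against 17949 to 18079. A deeper library detects more genes, so the latter difference follows from the former in direction, and no biological explanation was tested. Leaving out this library gave 137 genes in place of 119 in the S34F count, within the range of 136 to 168 over the 4 fits that each left out one replicate.

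Hbb-bt had a log2 CPM of 8.71 in the 10000 ppm library of replicate 2, against 2.93 to 3.24 in the other 3 libraries of that dose. That library had the lowest total of its group, 32.5 M counts. Alas2 was high in it as well, with 115 CPM against 1.23 to 3.11 CPM. Erythroid RNA was tested with the other genes of the erythroid list, without Hbb-bt and Alas2: 4 of 13 were highest in this library among the 4 of its dose, fewer than the majority required, so the list as a whole did not follow. Slc4a1 and Epb42 did, with a log2 CPM of 7.36 against at most 2.76 and of 3.52 against at most 1.49, as Hbb-bt and Alas2 did.

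Cilp and Igkv8-24 each stood apart in the 1250 ppm library of replicate 3, with a log2 CPM of -4.30 against -4.78 for Cilp and of -3.94 against -4.78 for Igkv8-24. The other 3 libraries had no reads of either gene, and this library, the deepest of its group at 70.0 M counts, had 1 read of Cilp and 2 of Igkv8-24. A difference of 1 or 2 counts is within counting error.

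The p53 targets differed between the deletion genotypes: their median log2 fold change was 0.51 in the homozygous against the heterozygous deletion, with 22 of 25 genes higher and an adjusted p of 3.82e-05 in camera of limma over the 4 list differences. After the GC correction the median was 0.59, with 23 of 25 genes higher. With the hepatocyte score of each library as a covariate it was 0.55, with 21 of 25 genes higher, although that score and the genotype shared an R squared of 0.67. For the homozygous deletion against the flox control, the median with that covariate was 0.73, with 19 of 25 genes higher. The R squared was 0.83 there, so hepatocyte RNA cannot be told apart from the genotype in either comparison. The GC correction left the difference in place, where the rho of the fold changes with GC content was only -0.09 before it. Of the 4 splits of the 6 libraries that part as many pairs of equal replicate numbers, 2, the real one included, gave as small a camera p for the homozygous against the heterozygous deletion, and 5 of all 10 splits did. For the homozygous deletion against the flox control these counts were 2 of 4 and 3 of 10. With 4 splits the share cannot fall under 0.25, so this test could not pass whatever the data. Every other split also keeps part of any real difference between the genotypes, so a small camera p there can arise from a real one. The splits therefore decide neither difference. Camera treats genes as nearly independent, so its p values can be too small where genes vary together. On the other side, 15 of the 25 genes passed on their own against the flox control, all of them higher except Sesn1, which was lower. The mean log2 CPM of the list was 4.09 to 4.59 in the homozygous deletion and 3.41 to 3.73 in the flox control, without overlap. A response of p53 to the loss of both alleles remains a hypothesis.

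Interferon-stimulated genes differed between the dose groups. The median of the 28 genes was 0.60 at 10000 against 1250 ppm (24 of 28 higher, adjusted p 8.46e-05 in camera of limma over the 4 list differences), 0.27 at 10000 against 2500 ppm (20 of 28 higher, adjusted p 0.00166 in camera of limma) and 0.24 at 2500 against 1250 ppm (25 of 28 higher, adjusted p 0.00115 in camera of limma). With the replicate number as a block the medians were 0.41, 0.21 and 0.21. The GC correction gave 0.63, 0.29 and 0.22, with 24, 19 and 25 of 28 genes higher. With the snoRNA level of each library as a covariate, a measure that separates the labelled fetal batches, the medians were 0.64, 0.28 and 0.42, with 23, 20 and 23 of 28 genes higher. The level and the group shared an R squared of 0.60, 0.00 and 0.48. The differences remained in these fits, but at 10000 against 1250 ppm a library batch cannot be told apart from the dose. The GC correction moved the medians little, so it says only that GC content does not carry these differences. With the real split counted, as small a camera p came from 2 of 8 splits that part as many equal replicate numbers at 10000 against 1250 ppm, 2 of 16 at 10000 against 2500 ppm and 3 of 16 at 2500 against 1250 ppm. Over all splits fitted the counts were 4 of 35, 9 of 100 and 13 of 100. The smallest shares possible were 0.125, 0.0625 and 0.0625, so the differences cannot be told apart from an arbitrary grouping, and an effect of dose on these genes remains a hypothesis.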

How the results depend on the processing

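In this part, the GC correction, the replicate block together with the GC correction, and the Y-linked reads as a covariate were chosen only after seeing the data, and the other alternatives before it. The planned covariate from Y-linked genes and Xist was not run, since those genes are not analysed here, and the Y-linked reads could not be fitted as a covariate for the trend, because they were present in all 14 dosed libraries. Causes were tested where a covariate or a correction is named as such here or under the other observations; for each other change the cause was not tested.

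The homozygous deletion gave 5194 genes against the flox control and 5358 against the heterozygous deletion, and these counts stayed within a factor of 1.5 under every processing alternative with the threshold on adjusted p alone. They did not with the hepatocyte score as a covariate, fitted against the flox control only, which gave 1244 genes. A required absolute log2 fold change of at least 1 gave 1533 and 1439 genes. Leaving out 1 replicate at a time gave 3994 to 5589 and 4048 to 5179 genes. Another scaling moved the share of higher calls by at most 8.7 percentage points over the 9 comparisons with calls, and the median of all genes by at most 0.028 on the log2 scale.

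The other counts moved more. An absolute log2 fold change of at least 1 left 1 gene in the heterozygous deletion against the flox control, 455 at 1250 ppm against the untreated wild type, 654 at 10000 against 1250 ppm, 29 at 2500 against 1250 ppm and 87 in the trend. DESeq2 gave 119 genes in the heterozygous deletion, 1055, 567 and 2519 at 10000, 2500 and 1250 ppm against the untreated wild type, 50 at 10000 against 2500 ppm, 1106 at 2500 against 1250 ppm and 2227 in the trend. On simulated counts DESeq2 made 15.7% to 16.6% false calls, more than edgeR, and recovered 181, 175 and 193 of 200 changed genes where edgeR recovered 171, 161 and 188, so its higher counts can hold more true calls and more false ones. Without a filter on low counts there were 230 genes in the heterozygous deletion, 702 at 1250 ppm against the untreated wild type, 1533 at 10000 against 1250 ppm and 0 at 2500 against 1250 ppm, where 3243 had an unadjusted p under 0.05. A mean of at least 50 counts gave 87 and 7 genes at 10000 and 2500 ppm against the untreated wild type. RLE factors gave 153 genes at 2500 against 1250 ppm, leaving out genes with over 1% of the counts gave 134, and the GC correction gave 397. The rank of the dose in place of its log2 gave 2069 genes in the trend.

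Fitting only the compared groups gave 0 genes in the heterozygous deletion, with 1320 at an unadjusted p under 0.05, and 1, 4 and 3165 genes at 10000, 2500 and 1250 ppm against the untreated wild type, and 1052 at 10000 against 1250 ppm. With the Y-linked reads as a covariate there were 0 genes in the heterozygous deletion (911 at an unadjusted p under 0.05), 0 at 10000 ppm and 1 at 2500 ppm against the untreated wild type (2311 and 1371 at an unadjusted p under 0.05), and 463 at 2500 against 1250 ppm. Among the adult libraries only untreated replicate 3 had none of these reads, so this covariate acts there much as leaving out that library.

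Equal replicate numbers, taken from the labels, correlated at -0.021 in the homozygous deletion against the flox control, -0.043 in the heterozygous deletion, 0.079 in the homozygous against the heterozygous deletion, 0.056, 0.138 and -0.052 at 10000, 2500 and 1250 ppm against the untreated wild type, 0.02 at 10000 against 1250 ppm, 0.229 at 10000 against 2500 ppm, -0.077 at 2500 against 1250 ppm and 0.06 in the trend. With the replicate number as a block, the counts in this order were 4049, 0, 4325, 154, 121, 438, 1184, 0, 0 and 33 genes. Where the block left 0 genes, 1146, 1024 and 2129 had an unadjusted p under 0.05 in the heterozygous deletion, at 10000 against 2500 ppm and at 2500 against 1250 ppm. The block together with the GC correction gave 0 genes in the heterozygous deletion (1161 at an unadjusted p under 0.05), 107 at 2500 ppm and 314 at 1250 ppm against the untreated wild type, 1600 at 10000 against 1250 ppm, 0 at 2500 against 1250 ppm (2312 at an unadjusted p under 0.05) and 139 in the trend. The block gave a median of 0.43 for the p53 targets in the homozygous deletion and 0.034 in the heterozygous deletion, and -0.35, -0.43 and -0.60 for the interferon list at 10000, 2500 and 1250 ppm.

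Leaving out 1 replicate at a time gave 0 to 269 genes in the heterozygous deletion against the flox control, 0 to 816 at 10000 ppm, 0 to 163 at 2500 ppm and 68 to 1445 at 1250 ppm against the untreated wild type, 1118 to 2809 at 10000 against 1250 ppm, 0 to 20 at 10000 against 2500 ppm, 0 to 926 at 2500 against 1250 ppm and 87 to 2240 in the trend. In these fits with 0 genes, 582 to 2556 genes had an unadjusted p under 0.05. Among these comparisons of groups and the trend, only in the pairs with the homozygous deletion did every such fit stay within a factor of 1.5 of the full count.

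The S34F count of 119 genes became 184 with the mean of both Vav1-Cre libraries as the control, 461 at 1.5-fold and 24 with a mean of at least 50 counts. It was 136 to 168 over the 4 fits that each left out one replicate, all within a factor of 1.5. Leaving out a library loosens the rule that every S34F library must differ, so a rise was expected and says little about stability.

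The list results kept their direction and their side of the threshold under every alternative for the p53 targets in the homozygous deletion (median 0.41 to 0.59, and 0.73 with the hepatocyte score as a covariate) and for the interferon list at 10000 ppm (-0.46 to -0.21), 2500 ppm (-0.69 to -0.35) and 1250 ppm (-0.89 to -0.60, and -1.28 with the snoRNA level as a covariate). The p53 targets in the heterozygous deletion did not. Without flox control replicate 4 their median was -0.007, with an adjusted p of 0.443, and without flox control replicate 3 it was 0.15, with an adjusted p of 0.0286, where the adjusted p over the alternatives ran from 0.0286 to 0.509. The 6 fits that each left out one replicate gave -0.007 to 0.15, and the cause was not tested.

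Of 943 values of the 52 results for named genes under alternatives, 670 kept their direction and their side of the threshold, 273 lost significance and 0 changed sign. Settings that kept all replicates gave 108 of the 273 losses among 517 values, and leaving out a replicate gave 165 among 426. The named genes of both comparisons with the homozygous deletion lost none, but the hepatocyte score as a covariate was not among these alternatives. The depth of the data limits the folds of genes with 3 counts or fewer in a whole group, which are lower bounds.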

Other observations

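In this part, the tests of the covariation of hepatocyte genes, of the snoRNA level against the fetal batches, of Snord34, and of the largest other splits at 10000 and 2500 ppm against the untreated wild type and in the heterozygous deletion were chosen only after the result was seen, and the other tests were chosen before it.

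Library size did not explain the counts of called genes in the 4 comparisons where it was tested. After thinning each library to the smallest total, 5009 genes passed in the homozygous deletion against the flox control, 136 at 10000 ppm and 1391 at 1250 ppm against the untreated wild type, and 2176 at 10000 against 1250 ppm, in place of 5194, 169, 1524 and 2420. After the GC correction 5262, 202, 1031 and 2838 genes passed in these comparisons, 4839, 141, 783 and 2298 of them among the original calls, and 72 in place of 65 at 2500 ppm against the untreated wild type, 56 of them among the 65. GC bias therefore does not account for most of these counts, but at 1250 ppm against the untreated wild type 783 of the 1524 calls remained, so many of those calls depend on the correction.

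Hepatocyte RNA is a candidate explanation for part of the fetal differences. The 9 hepatocyte genes deviated together from their group means over the 9 batch A libraries, with a median pairwise correlation of 0.923, where the 95th percentile of 10000 random sets was 0.222. With the hepatocyte score as a covariate, 1244 genes passed in the homozygous deletion against the flox control, 1040 of them among the 5194. In the heterozygous deletion 0 passed with that covariate and 1320 had an unadjusted p under 0.05. The score and the genotype shared an R squared of 0.83 and 0.59 in these comparisons, so hepatocyte RNA and genotype cannot be told apart. The split of the libraries in the heterozygous comparison that gave the most genes was not the real one. It gave 142 genes in place of 4, and it set flox control replicate 3 and heterozygous replicates 4 and 5, with hepatocyte scores of 1.56 to 2.72, against the other 3 libraries, with 2.98 to 5.31. By how far it separates the hepatocyte scores it ranked 1 of the 10 splits. A set of 10 splits is too small to rank it past 0.05, and hepatocyte RNA may be its source.

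Other splits of the fetal libraries were fitted for the counts. Here and below, the counts of splits include the real one. In the homozygous deletion, 1 of the 4 splits that part as many equal replicate numbers gave as many genes against the flox control, and 1 of 4 against the heterozygous deletion, the real split in each case, and 1 of all 10 in each. No other split of either comparison called any gene. In the heterozygous deletion against the flox control 2 of 4 did, and 2 of all 10. For the p53 targets in the heterozygous deletion, 2 of 4 splits gave as small a camera p, and 4 of all 10. The share cannot fall under 0.25 with 4 splits or 0.1 with 10. This test is thus too small to pass for any result, and in that sense alone the counts of the homozygous deletion cannot be told apart from an arbitrary grouping. The results of the heterozygous deletion cannot be told apart from one either, and there another split did as well.

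Csf1r (ENSMUSG00000024621) fell by 3.21 on the log2 scale in the homozygous deletion against the flox control, with an adjusted p of 4.57e-08 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 260 ± 24.4 CPM (SD, n = 3) to 28.2 ± 3.21 CPM (SD, n = 3). Loss of monocyte and macrophage lineage RNA was tested on a list without Csf1r, of which 11 genes were tested. Its median log2 fold change was -1.01, and -1.0 after the GC correction. As small a camera p for this list came from 2 of the 4 splits that part as many equal replicate numbers and from 5 of all 10, so the fall of the list cannot be told apart from an arbitrary grouping. The splits were not tested for Csf1r alone, whose libraries did not overlap, at 25.6 to 31.8 CPM against 243 to 288. Lower content of that lineage may explain the fall of Csf1r.

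The snoRNA level split the adult libraries within dose groups. This measure was itself found by looking for genes that separate the libraries of 2500 ppm that split apart, before any fit used it as a covariate. Its mean log2 CPM was -0.83 to -0.38 in the untreated wild type and -2.57 to -0.42 among the 6 libraries of 2500 ppm. In the fetal libraries the level of 34 snoRNA genes was -3.75 to -3.11 in the 10 libraries of batch A and -1.28 to -0.26 in the 5 of batch B, a gap of 1.83 between the batches. The hypothesis that the adult libraries too come from more than 1 library batch was tested with the snoRNA level as a covariate. The count fell from 169 to 27 genes at 10000 ppm and from 65 to 17 at 2500 ppm against the untreated wild type, from 255 to 1 at 2500 against 1250 ppm and from 1376 to 615 in the trend. It fell from 1524 to 2 at 1250 ppm against the untreated wild type, where the level and the group shared an R squared of 0.80, so the level and the group cannot be told apart. At 10000 against 1250 ppm 1835 genes passed in place of 2420, 993 of them among the 2420, but the level and the group shared an R squared of 0.60, so there too the level and the group cannot be told apart. Snord34 had a log2 fold change of 0.38 with the level of the other snoRNA genes as a covariate (adjusted p 0.918 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00949 to 0.125 over the processing alternatives). Its lower count at 1250 ppm therefore cannot be told apart from the level of the other snoRNA genes, which may or may not mark a library batch.

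Other splits of the adult libraries followed the same level. Against the untreated wild type at 10000 ppm, 1 of the 8 splits that part as many equal replicate numbers gave as many genes, the real one, but 3 of all 35 did. The largest gave 753 genes and set the 3 untreated libraries and 10000 ppm replicate 3, with snoRNA levels of -0.83 to -0.38, against the other 3 libraries, with -1.93 to -1.11. At 2500 ppm 1 of 8 did, and 2 of all 84. The larger gave 1899 genes and set the 3 untreated libraries and 2500 ppm replicates 1, 5 and 6, with levels of -0.83 to -0.38, against replicates 2, 3 and 4, with -2.57 to -1.75. By how far they separate the snoRNA levels these splits ranked 1 of 35 and 1 of 84. The latter rank follows from how the measure was found, since it was chosen on this same division of the 2500 ppm libraries, and it is no independent evidence. The snoRNA level and the group shared an R squared of 0.40 and 0.22 in these comparisons. A library batch, if that is what the level marks, thus remains an explanation for part of the calls, while 27 and 17 genes passed with the covariate, 24 and 13 of them among the original calls.

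For 1250 ppm against the untreated wild type 1 of 12 splits gave as many genes, and 1 of all 35, with a next largest count of 0. For 10000 against 1250 ppm 1 of 8 did, and 1 of all 35, where the next largest count was 1. For 2500 against 1250 ppm 1 of 16 did, and 1 of 100, with a next largest count of 5. These shares cannot fall under 0.0833, 0.125 and 0.0625 among splits that part as many equal replicate numbers. For 10000 against 2500 ppm, whose real count is 0 with 1445 genes at an unadjusted p under 0.05, all 16 and all 100 splits gave as many. The largest gave 1778 genes and set replicates 1 and 2 of both groups against replicates 3 and 4 of both and 5 and 6 of 2500 ppm. It ranked 66 of 100 by the snoRNA level, which therefore was not its source, and it parts 0 pairs of equal replicate numbers, so the libraries differ by replicate number across both doses. In the trend, 1 of 100 orders of the doses gave as many genes, the real one, with a next largest count of 369.

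The interferon list was lower at each dose than in the untreated wild type, and several explanations were tested. The GC correction gave medians of -0.27, -0.47 and -0.73 at 10000, 2500 and 1250 ppm, with adjusted p of 7.33e-05, 5.33e-14 and 1.62e-14 in camera of limma. The Y-linked reads as a covariate gave -0.22, -0.35 and -0.61, with adjusted p of 0.014, 2.31e-08 and 2.33e-08 in camera of limma. Only untreated replicate 3 had none of these reads, so this covariate does little but leave that library out, and a difference in sex cannot be told apart from that library. The snoRNA level as a covariate gave -0.34, -0.56 and -1.28, with 22, 27 and 27 of 28 genes lower and adjusted p of 7.98e-08, 6.82e-21 and 5.97e-29 in camera of limma. The difference remained in each of these fits. At 1250 ppm the snoRNA level and the group shared an R squared of 0.80, so there a library batch cannot be told apart from the group. As small a camera p came from 4 of 8 splits that part as many equal replicate numbers and 10 of all 35 at 10000 ppm, and from 2 of 12 and 7 of all 35 at 1250 ppm, so these differences cannot be told apart from an arbitrary grouping. At 2500 ppm the real split alone of 8 did, and 4 of all 84. The 8 splits are too few to decide, so by them the difference cannot be told apart from an arbitrary grouping, while the share among all 84 is just under 0.05. On the other side, the list lay at 2.90 to 3.08 at 1250 ppm and at 3.28 to 4.07 in the untreated wild type, without overlap. There 16 of the 28 genes passed on their own. The direction is opposite to an induction by pIpC that lasted until harvest, whose timing the labels do not give.

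RNA of other cell types may explain part of the dose effect. With the lymphoid score as a covariate 1487 genes passed at 10000 against 1250 ppm and 818 in the trend, with the erythroid score 865 and 0 (with 2541 in the trend at an unadjusted p under 0.05), and with the granulocyte score 2034 and 875. The erythroid score shared an R squared of 0.51 with the group at 10000 against 1250 ppm, so those cannot be told apart there. These 3 lists had 75.0%, 68.2% and 75.0% of their genes in the table, too few for a set test, and served as scores. Gpnmb, Siglec1, Mertk, Fcna and Cd5l, higher in dosed libraries, correlated with a list of 13 monocyte and macrophage genes at a median of 0.508 over the 14 dosed libraries, as deviations from the group means, where the 95th percentile of 10000 random sets was 0.227. Macrophage RNA in the sorted fraction is a candidate source.

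Genes for chaperones of the endoplasmic reticulum fell with dose: the slope was -0.26 ± 0.038 (SE) for Pdia6, -0.23 ± 0.037 (SE) for Hyou1 and -0.24 ± 0.041 (SE) for Manf. A list of 14 such genes without these had a median slope of -0.15. It was -0.15 after the GC correction, -0.14 with the lymphoid, -0.10 with the erythroid and -0.18 with the granulocyte score, and -0.16 with the snoRNA level, with all 14 genes falling. As small a camera p came from 4 of 100 orders of the doses. Lower expression of this list at higher dose is a hypothesis consistent with these tests, found and tested on the same libraries.

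Mrpl44 and Etfb fell with dose as well, with slopes of -0.14 ± 0.024 (SE) and -0.21 ± 0.029 (SE). The 68 genes for mitochondrial ribosomal proteins had a median slope of -0.09, -0.097 after the GC correction, -0.085 with the lymphoid, -0.12 with the erythroid and -0.057 with the granulocyte score, and -0.082 with the snoRNA level, with 66 of 68 falling. A list of 12 ATF4 targets, tested for a stress response, had a median of -0.057, a fall and not the rise such a response would give. As small a camera p for the mitochondrial list came from 5 of 100 orders of the doses, so its fall cannot be told apart from an arbitrary order.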
